A study of Mus musculus with 80 samples. Its data were reported in "Impairment of DNA Methylation Maintenance Is the Main Cause of Global Demethylation in Naive Embryonic Stem Cells" (2016).

How the data were processed

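Mouse embryonic stem cells (ESCs) were compared in serum medium with LIF and after transfer to 2i, a serum-free medium with inhibitors of MEK and GSK3. The series holds 80 samples in 4 assays. RNA-seq covered 12 samples of the wild-type line E14 (serum and 6, 24 and 72 h in 2i, 3 replicates each). Reduced representation bisulfite sequencing (RRBS), which reads methylation in CpG-rich fragments, covered 51 samples of 5 lines. These were E14, UHRF1 WT and its knockout UHRF1 KO, and TET WT and TET TKO, in which the 3 Tet genes are deleted. ChIP-seq for dimethylated lysine 9 of histone H3 (H3K9me2) covered 9 samples from serum, 24 h of 2i and long-term 2i (LT2i), 6 of them bound fractions and 3 inputs. ChIP followed by bisulfite sequencing (ChIP-BS) covered 8 samples, bound and input in serum and 2i, 2 each. Groups and replicate numbers were taken from the sample labels.

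For each bisulfite library the authors deposited, per cytosine position, the percent of methylated calls and the counts of methylated and unmethylated calls in the layout of Bismark. The study names Bismark and the mouse build NCBIM37 for its RRBS reads. The version and filters are not given in the sources used here. Positions in the RRBS and ChIP-BS files reach past the end of chromosome 1 in GRCm38, so both were read as NCBIM37. Usable RRBS files held 3208182 to 43706248 calls at 1104966 to 2580559 positions, and ChIP-BS files 17325308 to 25246767 calls, with 1 call only at 53.5% to 63.8% of positions. The file of UHRF1 WT serum replicate 2 held 6 positions and was left out, so that group has 1 sample. The TET WT group of 168 h has 1 sample in the labels.

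For RNA-seq the authors deposited log2 values per gene, corrected for gene length and library depth and then set to a common 75th percentile (2.51 in every library). From the values, a gene without reads was entered as 0.9 reads before the logarithm. The aligner and counter are not given in the sources used here, and gene coordinates are those of GRCm38. The table holds 25965 rows, of which 31.9% to 35.1% lie at the floor in single libraries and 6151 in all 12. The floor of genes without reads in any library differed between libraries by -0.29 to 0.27 on the log2 scale relative to serum replicate 1, which reflects their relative depth. The length used for each gene was not given, so reads were not recovered, no count model was run, and total reads per RNA-seq library are unknown.

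For ChIP-seq the authors deposited log2 reads per 2-kb bin, scaled to the library with the most reads, with the inputs as separate columns. A bin without reads was entered as 0.9 reads. All values came out whole within 2% after the scaling was undone, which gave 14396552 to 23785128 reads in 1026637 bins per library. Coordinates fit GRCm38. No coordinate was carried between builds, so the RNA-seq and ChIP-seq tables were compared only with each other, and RRBS only with ChIP-BS. RRBS tiles carry no gene annotation here, and methylation near the starts of single genes was not analysed. No column of per-sample values was left unused.

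Global RRBS methylation was the mean of the percent at autosomal positions with 5 or more calls in every usable sample of a set. The sets were E14 (654522 positions), UHRF1 WT and KO (4341) and TET WT and TKO (205283). Mean depth per sample at these positions ran from 10.5 to 38.4 calls in E14, from 33.9 to 559 in UHRF1 and from 8.85 to 58.9 in TET. Calls of 1 read, and copies of 1 molecule made by PCR, are not independent, so every interval and floor given here covers counting error only. Levels of different sets rest on different positions and were not compared directly. Genotypes were compared by exact two-sided permutation of the labels within each time point. This was done on the level and on the percent of the line's own mean in serum (retention). The serum mean was treated as fixed, so p-values on percent of serum leave out its error. In UHRF1 WT that mean rests on 1 sample. Trends with time were given as Pearson's r and Spearman's rho with exact p-values below 10 samples and 100000 permutations otherwise.

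Tiles of 500 bp with 20 or more calls and 3 or more CpG positions in every usable sample of a set were tested on the methylated and unmethylated counts. The model was a quasi-binomial logistic fit in R 4.3.3, with dispersions moderated by squeezeVar of limma 3.58.1 and a quasi-likelihood F test. Moderation gave the same dispersion to all tiles of a set (1.54 in E14, 1.32 in UHRF1 and 1.43 in TET). A tile's own spread between replicates therefore did not enter its p-value. All samples of a set entered one fit, so lone samples were assumed to vary like the other groups. A tile was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of 20 percentage points or more. On simulated data with 200 changed tiles, the fit recovered 161 in the comparison of E14 at 168 h with serum (55777 tiles). It recovered 180 for UHRF1 KO against WT at 96 h (22700 tiles) and 112 for TET TKO against WT at 96 h (39358 tiles), with 0, 0 and 1 false calls. In the same order, unchanged simulated tiles had an unadjusted p under 0.05 in 8.62%, 7.72% and 5.90% of cases. The p-values of single tiles are therefore somewhat too small. The simulation gave all tiles of a set the same replicate spread, so it does not cover tiles that vary more. limma on log2 ratios of the calls recovered 4, 28 and 11.

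Tiles with 40% or more in E14 serum that kept 80% or more of that level at 168 h were called resistant. They were chosen on E14 samples only and tested in the UHRF1 and TET samples. Enrichment for H3K9me2 on the NCBIM37 build was taken from ChIP-BS, as the log2 ratio of the bound to the input share of calls per 10-kb window, leaving out positions with more than 20 calls. The 10% of windows with the highest and the lowest values made the high and low classes, from the serum libraries for serum and the 2i libraries for 2i. The planned classes from the ChIP-seq table could not be used across builds. This was decided after the builds were known. ChIP-BS fractions were compared by exact two-sided permutation within medium, and the spread of ChIP-seq values over bins was given as a standard deviation (SD) without a test.

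RNA-seq genes were tested if their value was above the 25th percentile of values above the floor in at least 3 libraries (13927 genes). limma was fitted to the log2 values of all 12 libraries with no further normalization, and genes were called at an adjusted p under 0.05. Because a gene without reads stands at 0.9 reads, fold changes of low genes are understated. On simulated values with 200 changed genes of 13927, limma recovered 164 in the 6 h comparison, 144 in the 24 h and 161 in the 72 h comparison with serum, with 9, 7 and 3 false calls.

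The design, the alternatives and the rule for naming genes and tiles were fixed before the data were examined. The rule named 2 fixed lists, 10 genes of the DNA methylation machinery, of which 1 is not reported here, and 10 that modify H3K9. It added the 5 genes with the largest rise and the 5 with the largest fall at 72 h. These had to be past the threshold, at or above the median level of the genes tested, and beyond all 3 serum values in all 3 libraries. Tiles were named if they were among the 3 called at 96 h with the largest TKO minus WT difference and higher in the TKO at every time point. The 3 resistant tiles with the largest UHRF1 WT minus KO difference at 168 h were named too. The part of the rule on methylation within 1 kb of the starts of 3 germ line genes was not run, since the RRBS files carry no gene coordinates.

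Alternatives covered the coverage minimum, pooled calls, tile means, each sample's own positions, all chromosomes, tile depth and length, class sizes, normalization and filters of the RNA-seq values, the replicate number as a block, and leaving out each replicate in turn. A correction of RNA-seq values for gene span and a thinning of ChIP-seq reads to one depth were added after the data were seen. Values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots drawn with matplotlib 3.10.9.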

Results

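Expression, DNA methylation and H3K9me2 were followed as mouse ESCs moved from serum to 2i, to ask how methylation is lost and which factors hold it in place. RNA-seq gave log2 values for 12 E14 samples, with 3 replicates in serum and at 6, 24 and 72 h in 2i. RRBS gave methylation calls for E14 in serum and at 24, 48, 72, 96 and 168 h (2 replicates each). UHRF1 WT and UHRF1 KO were sampled at the same times, and TET WT and TET TKO in serum and at 48, 96 and 168 h. UHRF1 is the factor that brings the maintenance methyltransferase DNMT1 to newly copied DNA, and TET proteins oxidise methylated cytosine. Each of these groups had 2 samples except UHRF1 WT serum (1 usable) and TET WT at 168 h (1). The deepest of the 50 usable RRBS libraries held 43706248 calls and the shallowest 3208182. H3K9me2 ChIP-seq held 2 bound libraries each for serum, 24 h of 2i and LT2i with 1 input each (14396552 to 23785128 reads in bins). ChIP-BS held 2 bound and 2 input libraries in each medium (17325308 to 25246767 calls). No RNA was measured in the knockout lines, so the deleted genes were not checked there.

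The first comparison asked which genes changed after transfer to 2i. Of 13927 genes tested with limma (Benjamini-Hochberg adjustment), 2191 passed the threshold at 6 h, 1329 higher and 862 lower than in serum. At 24 h 8567 genes passed (4672 higher, 3895 lower), and at 72 h 7176 passed (3553 higher, 3623 lower). The median change over all tested genes was 0.02 at 6 h, 0.12 at 24 h and -0.01 at 72 h on the log2 scale. The 6 h count fell most, to 847 genes, when an absolute log2 change of 1 or more was also required, and rose most, to 3907, when only the 6 libraries compared entered the fit. The 3 replicates per group did not overlap with serum for 43.8% of genes at 6 h, 63.6% at 24 h and 62.7% at 72 h. Changes at 24 h followed gene span: the median change was 0.53 in the 2786 genes with the shortest spans and -0.37 in the 2786 with the longest. Across genes, which are not independent replicates, Spearman's rho between change and span was -0.293 at 24 h, 0.0412 at 6 h and -0.0926 at 72 h. Removing this trend within each library left 8464 genes at 24 h, 7169 of them among the 8567.

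The expression of the DNA methylation machinery was examined to ask which enzymes fall in 2i. For this list 9 genes are reported. At 6 h 5 of the 9 passed the threshold over all genes tested and 5 when adjusted over the list alone. These counts were 8 and 8 at 24 h, all 8 lower, and 6 and 6 at 72 h, all 6 lower. Dnmt3l (chromosome 10, 78041947 to 78063622, GRCm38) fell from 6.62 ± 0.04 in serum to 5.52 ± 0.06 at 6 h, 3.02 ± 0.28 at 24 h and 0.97 ± 0.15 at 72 h (SD, n = 3). Its log2 change at 72 h was -5.65 (SE 0.13, limma adjusted p 2.83e-10). Dnmt3b (chromosome 2, 153649450 to 153687730) fell from 6.31 ± 0.13 to 2.12 ± 0.21 at 72 h, a log2 change of -4.19 (SE 0.13, limma adjusted p 1.64e-09), after -0.61 at 6 h and -3.34 at 24 h. A pseudogene copy of Dnmt3b lies next to it, and how the deposited counting divided reads between them is not given in the sources used here. Dnmt3a (chromosome 12, 3806007 to 3914443) changed by -0.80 at 6 h, -2.19 at 24 h and -2.37 at 72 h (SE 0.11, limma adjusted p 2.99e-08 at 72 h). These 3 genes lay below all serum values in every library of 2i.

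Uhrf1 (chromosome 17, 56303321 to 56323486) changed far less. It stood at 5.91 ± 0.13 in serum and 5.98 ± 0.10 at 72 h (SD, n = 3). Its change at 6 h was 0.36 (SE 0.11, limma adjusted p 0.0414), and it did not pass the threshold under quantile normalisation (p 0.0752) or after removal of the span trend (p 0.0513). At 24 h the change was 0.08 (limma adjusted p 0.502), with the opposite sign under these 2 alternatives, -0.10 and -0.07, and at 72 h it was 0.07 (p 0.620). Dnmt1 (chromosome 9, 20907206 to 20959888) changed by -0.83 at 24 h (SE 0.21, limma adjusted p 0.00589) and by -0.36 at 72 h (p 0.181). Tet1 changed by -1.08, -2.91 and -1.98 at 6, 24 and 72 h, each past the threshold (limma adjusted p 0.0163, 5.37e-06 and 8.05e-05). Tet2 changed by -2.58 at 24 h (limma adjusted p 7.00e-05) and by -0.53 at 72 h (p 0.208). Its 24 h values spread from 1.21 to 2.50. Tet3 changed by -1.69 at 24 h and -1.51 at 72 h, and Tdg by -0.41 at 24 h and -0.67 at 72 h.

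**Figure D1:**
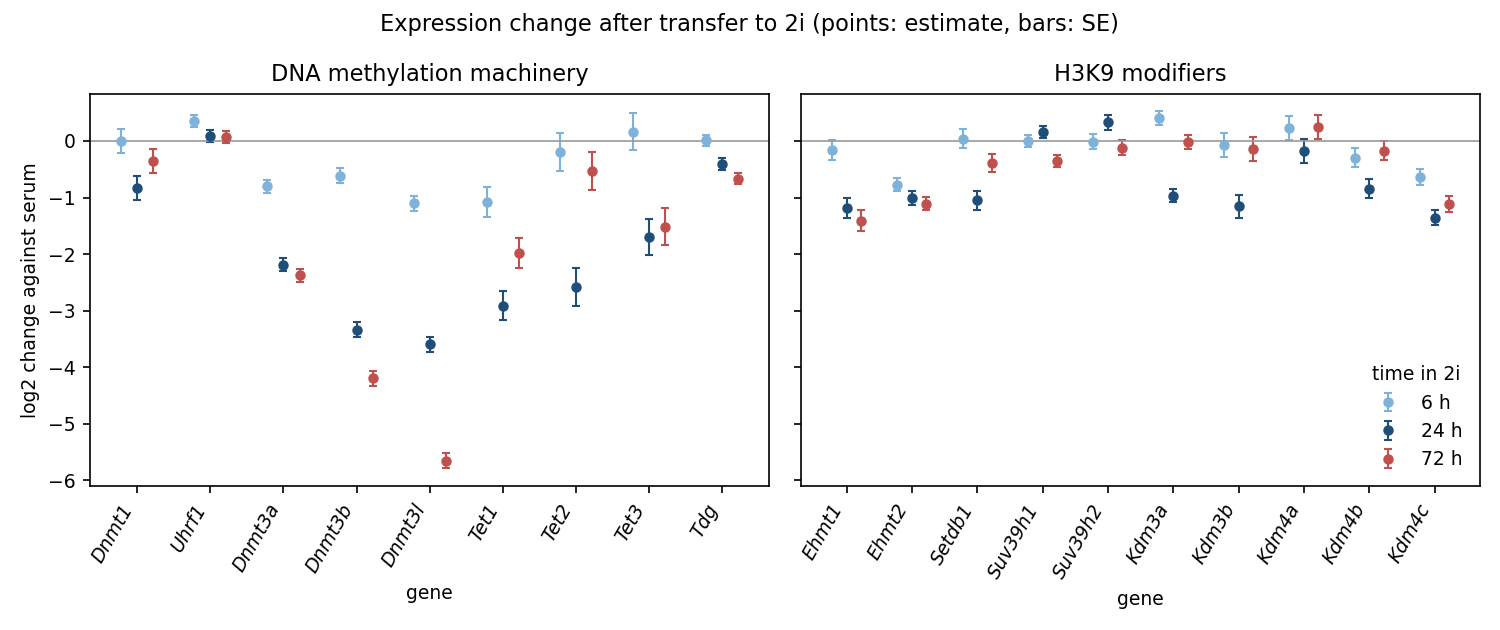
Log2 change against serum at 6, 24 and 72 h in 2i for 9 genes of the DNA methylation machinery (left) and 10 genes that modify H3K9 (right); points are limma estimates from 3 replicates per group and bars their SE. Dnmt3a, Dnmt3b and Dnmt3l fall at every time point, while Uhrf1 stays between 0.07 and 0.36.

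Among the 10 H3K9 modifiers, all tested, 3 passed the threshold at 6 h, 7 at 24 h and 4 at 72 h. Adjusted over the list alone, the counts were 3, 8 and 4. All 7 at 24 h and all 4 at 72 h were lower than in serum. Ehmt1 (chromosome 2, 24790769 to 24919609) changed by -1.19 at 24 h and -1.41 at 72 h (SE 0.18, limma adjusted p 0.000194 and 5.97e-05). Ehmt2 (chromosome 17, 34898469 to 34914052) changed by -0.77 at 6 h and -1.11 at 72 h (SE 0.12, limma adjusted p 1.90e-05 at 72 h). Kdm4c changed by -0.64, -1.35 and -1.11 at the 3 times. The demethylase genes Kdm3a, Kdm3b and Kdm4a did not pass the threshold at 72 h, with changes of -0.02, -0.14 and 0.24. At 24 h Kdm3a and Kdm3b had passed as lower (-0.97 and -1.16, limma adjusted p 4.68e-05 and 0.000628), and at 6 h Kdm3a as higher (0.40, p 0.0391). The sign of Kdm3a at 72 h was positive under quantile normalisation (0.03). Setdb1 changed by -1.05 at 24 h and -0.39 at 72 h (limma adjusted p 0.0643).

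By the fixed rule, the 5 largest rises at 72 h were Cidea (log2 change 6.23), S100a13 (5.44), S100a1 (5.33), Cdx1 (4.89) and Stra8 (4.71). S100a13 and S100a1 are adjacent genes, and Cidea and Cdx1 had already changed by 4.31 and 3.57 at 6 h. The 5 largest falls were Dnmt3l, Id1 (-5.36), Gja1 (-4.50), Pdzd4 (-4.45) and Crmp1 (-4.35). All 10 genes kept their direction and their side of the threshold at 72 h under every alternative run.

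RRBS was used to time the loss of methylation. In E14, mean methylation at 654522 shared positions was 17.7% ± 0.24 in serum (SD, n = 2), 18.8% ± 0.33 at 24 h, 15.7% ± 0.05 at 48 h, 13.2% ± 0.11 at 72 h, 12.7% ± 0.08 at 96 h and 8.32% ± 0.09 at 168 h. The level at 168 h was 47.0% of that in serum. Both 24 h samples lay above both serum samples. This rise was not kept when each sample's own positions with 5 or more calls were averaged, which put 24 h 1.95 percentage points below serum (-1.95). Across the 12 samples, methylation fell with time (Pearson r -0.968, permutation p 4.00e-05, BH-adjusted p 1.00e-04; Spearman rho -0.933, permutation p 6.00e-05). Without the 2 samples of 168 h, r was -0.917. Trends were computed in 5 lines, and r was -0.994 in UHRF1 WT, -0.787 in UHRF1 KO, -0.977 in TET WT and -0.984 in TET TKO. The largest of the 5 two-sided permutation or exact p-values for r was 0.00249, in UHRF1 KO, both before and after BH adjustment.

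**Figure D2:**
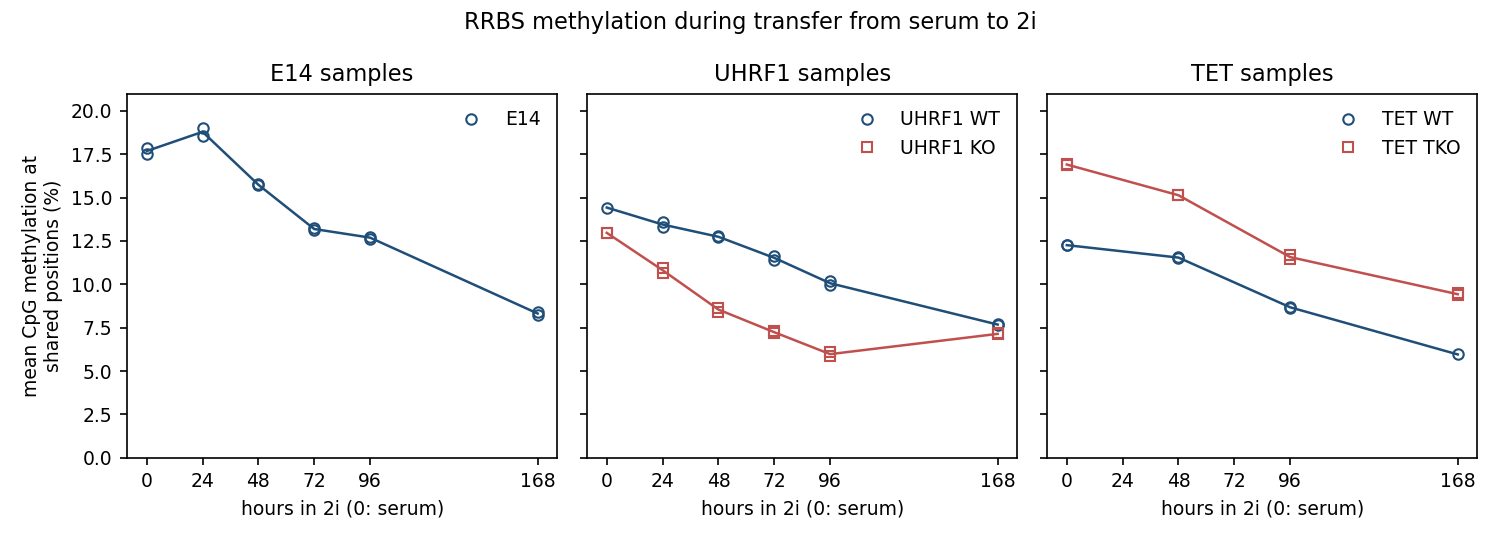
Mean CpG methylation (percent) at positions shared by all samples of a set, against hours in 2i, for E14, UHRF1 and TET samples; each symbol is 1 sample and lines join group means. UHRF1 KO lies below UHRF1 WT at all 6 times and rises between 96 and 168 h, and TET TKO lies above TET WT at all 4 times.

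The UHRF1 lines asked whether loss of maintenance speeds demethylation. The paper describes the Uhrf1 deletion as inducible and started before the experiment, so KO serum samples may not be at a steady level. At 4341 shared positions, UHRF1 WT stood at 14.4% in serum, 12.7% ± 0.03 at 48 h, 10.1% ± 0.17 at 96 h and 7.68% ± 0.05 at 168 h (SD, n = 2 except in serum). UHRF1 KO stood at 13.0% ± 0.02 in serum, 8.54% ± 0.16 at 48 h, 5.98% ± 0.15 at 96 h and 7.15% ± 0.04 at 168 h. The KO was lower at all 6 times without overlap, by a mean of 2.87 points (-2.87, exact two-sided permutation within time points, p 4.29e-05, the smallest possible, BH-adjusted p 0.000171 over 4 tests). The order at 168 h depended on the positions: with 1 read or more the KO samples stood at 9.77% and 9.75% and the WT samples at 9.54% and 9.50%. As tile means they stood at 4.58% and 4.51% in the KO and 3.66% and 3.78% in the WT. As percent of its own serum level, the KO kept 15.6 points less than the WT (-15.6, exact permutation p 0.00154, smallest possible 0.000257). This p-value leaves out the error of the serum levels, and that of the WT rests on 1 sample. The difference was -9.83 at 24 h, -22.4 at 48 h, -24.1 at 72 h and -23.7 at 96 h, and 1.85 at 168 h, where the KO stood at 55.1% and the WT at 53.2% of serum. Between 96 and 168 h the KO rose by 1.17 points. Within single time points 2 against 2 samples cannot go below an exact p of 0.333.

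The TET lines asked whether oxidation is needed for the loss. At 205283 shared positions, TET WT fell from 12.3% ± 0.01 in serum (SD, n = 2) to 8.68% ± 0.05 at 96 h and 5.96% at 168 h (1 sample). TET TKO fell from 16.9% ± 0.02 to 11.6% ± 0.18 and 9.43% ± 0.10. The TKO was higher at all 4 times by a mean of 3.65 points (exact two-sided permutation p 0.00154, the smallest possible, BH-adjusted p 0.00206). The share of the serum level kept did not differ on average (0.068 points, exact permutation p 0.991, smallest possible 0.00926). By time point the difference was -4.62 at 48 h, -2.34 at 96 h and 7.16 at 168 h. This average changed sign under several alternatives and reached -5.84 (exact permutation p 0.00926) for pooled calls.

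Methylation was then tested in tiles of 500 bp. In E14, 21671 of 55777 tiles were lower at 168 h than in serum and 0 were higher (quasi-binomial model, 20 points or more). Without a minimum difference, 33682 tiles were called by this model and 32638 by limma on log2 ratios. Called tiles numbered 792 at 48 h, all lower, 10117 at 72 h (10098 lower) and 10430 at 96 h (10429 lower). At 24 h, 1457 of the 1492 called tiles were higher than in serum. Limma called 0 tiles at 24 h and 0 at 48 h after adjustment (7389 and 7053 at unadjusted p under 0.05). In simulation it recovered 4 of 200 changed tiles, against 161 for the quasi-binomial model. With 200 changed tiles only, the simulation does not show whether limma missed real changes at 24 and 48 h. The 168 h count moved most with 50 calls per tile, to 6017 of 32434 tiles. UHRF1 KO differed from WT in 592 of 22700 tiles in serum, 1632 at 48 h, 1207 at 96 h and 265 at 168 h. Of these, 553, 1625, 1200 and 124 were lower in the KO, so that 141 of the 265 were higher at 168 h. TET TKO differed from WT in 5687 of 39358 tiles in serum, 4276 at 48 h, 3900 at 96 h and 5087 at 168 h, and was higher in 5660, 4237, 3795 and 5016 of them. Of the 3900 tiles, 3744 were higher in the TKO at every time point.

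The 3 named tiles of this last group, on NCBIM37, were at chromosome 14, 90298501 to 90299000, chromosome 11, 97929001 to 97929500, and chromosome 7, 139529001 to 139529500. At 96 h their pooled TKO minus WT differences were 75.1, 73.1 and 72.5 points (quasi-binomial adjusted p 1.75e-22, 1.97e-32 and 2.62e-20; 27 to 104 calls per sample). The tile on chromosome 11 held 7.59% ± 3.02 in TET WT serum and 94.2% ± 8.16 in TET TKO serum (SD, n = 2). The tile on chromosome 7 held 76.3% ± 9.17 in WT serum and 7.21% ± 2.66 in WT at 96 h, against 77.9% ± 5.48 in the TKO at 96 h. The p-values of the named tiles rest on the dispersion shared by all tiles, not on their own spread.

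Tiles that resist demethylation were chosen in E14 to ask whether they depend on UHRF1 or TET. Of 21609 tiles with 40% or more in E14 serum, 1491 (6.90%) kept 80% or more of it at 168 h, and 1083 passed in each of the 2 samples of 168 h alone. In the UHRF1 set 114 of them were covered. UHRF1 WT held 89.7% in serum and 75.3% ± 1.01 at 168 h in these tiles (SD, n = 2), which is 83.9% of serum. UHRF1 KO held 87.7% ± 0.83 in serum, 49.2% ± 2.28 at 96 h and 53.6% ± 0.07 at 168 h, or 61.1% of serum. The KO kept 23.3 points less of its serum level (-23.3, exact two-sided permutation p 0.000257, the smallest possible, lower at 5 of 5 times). In the other 1348 tiles with 40% or more in E14 serum the difference was -18.2 (exact permutation p 0.00257), although at 168 h the KO kept 51.4% and the WT 43.9% of serum there. In the TET set 607 resistant tiles were covered. The TKO kept 75.9% and the WT 84.8% of serum at 168 h, and over 3 time points the TKO kept 7.61 points less (-7.61, exact permutation p 0.00926, the smallest possible). In the other 8959 tiles the difference was 1.63 (exact permutation p 0.778).

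**Figure D3:**
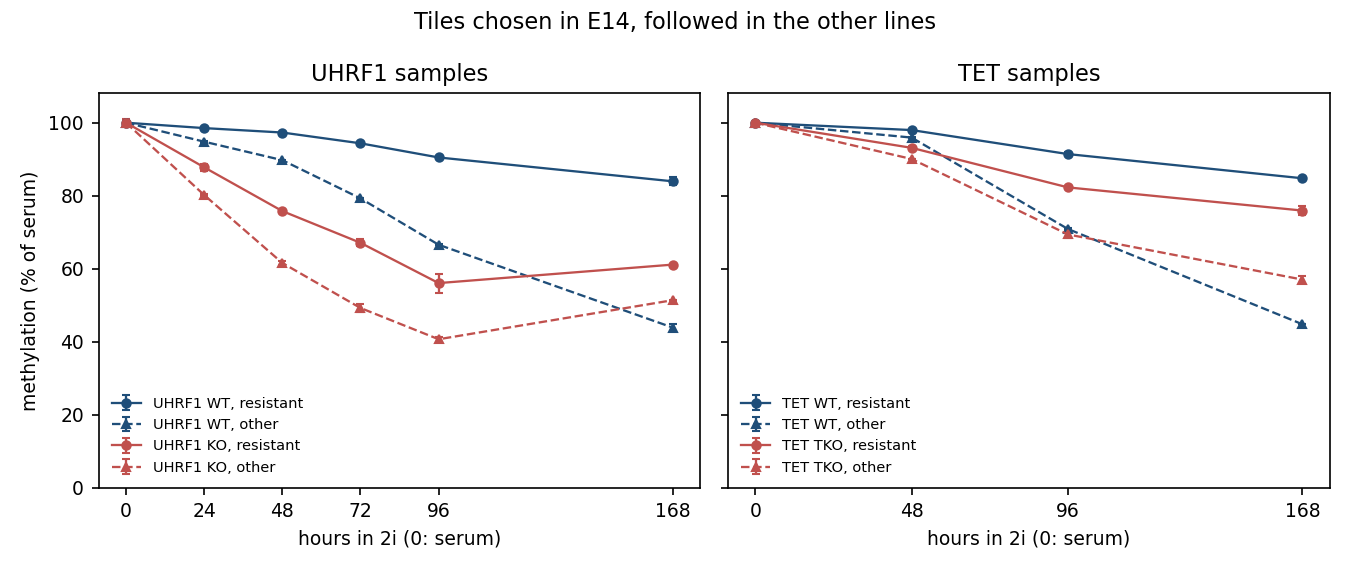
Methylation as percent of the line's own serum mean, against hours in 2i, in tiles chosen as resistant in E14 (solid lines) and in other tiles of 40% or more in E14 serum (dashed lines), for UHRF1 and TET samples; points are group means and bars SD where n = 2. In resistant tiles UHRF1 WT keeps 83.9% and UHRF1 KO 61.1% at 168 h.

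The 3 resistant tiles with the largest UHRF1 WT minus KO difference at 168 h, on NCBIM37, were at chromosome 13, 3352001 to 3352500, chromosome 13, 50000501 to 50001000, and chromosome 15, 45739001 to 45739500. Their pooled differences were 44.4, 44.1 and 42.4 points (quasi-binomial adjusted p 6.54e-12, 1.26e-06 and 3.42e-05). The first held 90.5% ± 3.53 in UHRF1 WT and 49.6% ± 14.1 in UHRF1 KO at 168 h (SD, n = 2; 47 to 111 calls per sample), against 81.9% ± 3.47 in E14. Of the 114 tiles, 109 were higher in UHRF1 WT than in KO at 168 h. The p-values of the named tiles rest on the dispersion shared by all tiles, not on their own spread.

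ChIP-BS asked whether DNA bound to H3K9me2 is more methylated than the rest. In serum 81.2% ± 0.02 of calls were methylated in the bound fraction and 74.4% ± 0.80 in the input (SD, n = 2). In 2i the values were 42.6% ± 0.10 and 37.6% ± 0.33. The bound fraction was higher by a mean of 5.94 points (exact two-sided permutation within medium, p 0.0556, the smallest that 36 arrangements allow, so that 0.05 cannot be passed). All 4 bound libraries lay above both inputs of their medium. The difference moved most when only positions with a call in every library were used, to 2.54 points. Positions with more than 1000 calls held 9.74% to 10.9% of input calls and 6.58% to 8.10% of bound calls, and their methylation was 80.7% to 82.2% in serum and 69.2% to 70.7% in 2i. Without positions of more than 20 calls the difference was 7.10 points.

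Windows of 10 kb were then split by H3K9me2. In the input libraries, the 17550 windows highest in H3K9me2 (of 175496) held 78.1% methylation in serum and the 17550 lowest 72.7%. In 2i they held 37.2% and 33.6%. The high class was above the low one in 4 of 4 libraries, by a mean of 4.48 points (exact two-sided sign permutation, p of 2 in 16 arrangements, the smallest possible). With the serum classes applied to 2i, the sign in the 2i libraries turned (-1.52 and -1.50). High windows held fewer CpG positions with calls, and within 5 classes of windows by that number the difference was 5.10 to 10.8 points in serum and 5.40 to 8.83 in 2i.

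In RRBS, tiles in the high windows were compared with all others as percent of serum. In E14, 851 high tiles kept 61.6% and 17152 other tiles 52.6% at 168 h, a difference of 8.95 points. This difference was -4.13 at 24 h, 1.90 at 48 h, 1.88 at 72 h and 5.43 at 96 h. With classes from serum enrichment the difference at 168 h was -0.37. In UHRF1 WT, 63 high tiles kept 63.6% and 5112 others 45.7% at 168 h. In UHRF1 KO they kept 59.2% and 54.0%. The excess of high over other tiles was smaller in the KO at 5 of 5 times, with a mean difference of -7.82 points (exact two-sided permutation p 0.000257, the smallest possible). Among tiles with 50% or more in E14 serum (29 high tiles in the UHRF1 set) it was smaller on average by 2.12 points, at 4 of 5 times (-2.12, exact permutation p 0.0224).

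H3K9me2 ChIP-seq asked how the mark is distributed over the genome. The SD of log2 values across autosomal bins was 1.23 ± 0.02 in serum (SD over libraries, n = 2), 1.27 ± 0.003 at 24 h of 2i and 1.66 ± 0.01 in LT2i. The difference between LT2i and serum exceeded the spread between replicates, and no test was planned for groups of 2. The pattern was alike between media. The correlation across autosomal bins of serum replicate 1 was 0.863 with serum replicate 2 and 0.782 and 0.758 with the LT2i libraries. Correlations between H3K9me2 and input libraries ran from -0.0696 to 0.110.

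**Figure D4:**
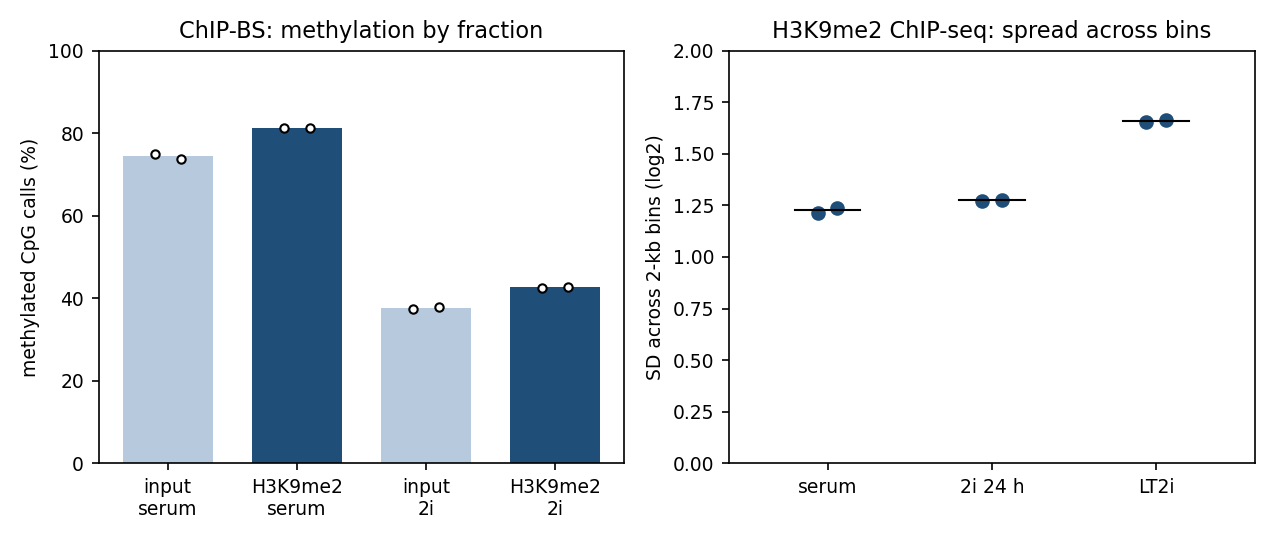
Left, methylated CpG calls (percent) in input and H3K9me2-bound ChIP-BS fractions in serum and 2i; bars are means and circles the 2 libraries, and bound fractions lie above inputs in both media. Right, SD of log2 H3K9me2 ChIP-seq values across autosomal 2-kb bins, with LT2i at 1.66 and serum at 1.23. Points are libraries and lines means.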

Values the study reported

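The study reported a cluster of 3770 tiles of 500 bp that kept methylation in Tet1/2/3 knockout cells but not in their wild-type controls. By western blot it found UHRF1 protein about 3-fold lower in 2i ESCs, and about 2-fold lower by quantitative mass spectrometry, with no change of the Uhrf1 transcript. It also reported that H3K9me2 fell about 2-fold upon transfer to 2i.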

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

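The group differences in this part were planned comparisons, except that between 96 and 168 h and the mitochondrial value, and the tests of explanations named below were chosen only after the results were seen. Each could exclude an explanation, and none can establish one.

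UHRF1 KO kept less of its serum methylation than UHRF1 WT, by 15.6 points (-15.6), and was picked out because the time courses of these lines differed in an exact permutation test. A lower serum level of the KO was weighed first. From serum to 96 h the KO lost 6.99 percentage points and the WT 4.36, a difference of 2.63 points, so the larger relative loss up to 96 h did not come from a lower start alone. By 168 h the WT had lost more (change of -6.75) than the KO (-5.82), and the KO kept no less of its serum level there. Most KO libraries were shallower than most WT libraries. With 617889 positions of 1 or more reads in every sample, each counted once, the difference was -17.0 (exact permutation p 0.00257), which argues against the small set of deeply covered positions as its cause. The biological explanation named by the design, loss of UHRF1, stays a hypothesis, since each genotype is 1 cell line and differences between lines other than UHRF1 were not tested.

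Between 96 and 168 h, global methylation rose by 1.17 points in UHRF1 KO and fell by 2.38 points in UHRF1 WT (-2.38), with both samples of each line moving alike. It was picked out by these opposite directions, and the difference was not tested. Over each sample's own positions with 5 or more calls the KO fell instead, from 8.59% and 9.08% at 96 h to 4.25% and 8.07% at 168 h. Over all calls of each library the KO rose, from 9.43% and 10.1% to 11.5% and 11.2%. The direction therefore depends on which positions enter. In 2056 tiles of 40% or more in WT serum, the KO rose from 27.6% to 34.9%, by 7.32 points. Incomplete bisulfite conversion would raise unmethylated tiles as well. In 14544 tiles unmethylated in E14, TET WT and TET TKO serum the rise was 0.338 points (0.302% to 0.640%), too small for the whole pattern, although it makes part of the global rise of 1.17. The share of methylated calls on the mitochondrial genome rose in the KO too, from 0.124% and 0.142% at 96 h to 0.760% and 0.739% at 168 h. That rise goes with less complete conversion at 168 h, but it is far below 7.32 points. The 168 h libraries of the KO had 1 call only at 50.6% and 49.5% of positions, but in 131 tiles with 50 or more calls in every library the rise was 5.83 points. Admixture of WT cells of 168 h, or of cells that escaped deletion and resemble them, would not raise tiles in which WT lies lower. In 801 such tiles (WT 14.2% at 168 h) the KO rose from 21.3% to 26.9%, by 5.61 points. Admixture of KO cells kept in serum cannot be told apart from a real regain. It would return a fixed share of the loss, and 18.2% of it was returned in the tiles of 40% or more, with 27.7%, 21.6%, 19.0% and 16.8% over 4 classes of rising serum level. The small number of samples and the unknown share leave this open, and a regain of methylation in the KO is an untested alternative.

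In tiles chosen as resistant in E14, UHRF1 KO kept 23.3 points less of its serum level than WT (-23.3), and TET TKO kept 7.61 points less than TET WT (-7.61). Both were picked out by a permutation test of the difference between lines. The tiles were chosen on E14 alone. Since E14 is a wild-type line, this choice may favour other wild-type lines over knockouts, which was not tested and stays open. For TET, a higher serum level of the TKO would lower its percent of serum without a lower level in 2i. At 168 h the TKO stood below the WT in percentage points too (-3.90, against 1 WT sample), as at 96 h (70.3% ± 0.43 in the TKO and 74.2% ± 0.53 in the WT, SD, n = 2). At 48 h the levels were alike (79.6% and 79.5%), after 85.5% and 81.1% in serum. Low coverage of single tiles was argued against by tiles with 50 or more calls, where the difference was -7.60. No further technical explanation was tested. A part for TET proteins or for UHRF1 in these tiles is a hypothesis.

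The excess methylation kept by H3K9me2-high tiles was smaller in UHRF1 KO than in WT (difference -7.82 points), picked out by a permutation test. High tiles started higher than the other tiles in E14 and in both UHRF1 lines. Among tiles of 50% or more in E14 serum, where the classes start alike, the mean difference shrank to -2.12 (exact permutation p 0.0224, 29 high tiles). At 48 h it had the opposite sign, with an excess of 5.13 points in the KO and 2.91 in the WT. With so few tiles and 1 WT sample in serum, an effect of starting methylation cannot be told apart from a link between UHRF1 and H3K9me2.

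Methylated calls on the mitochondrial genome, which no comparison used, reached 0.830% in E14 2i 48 h replicate 2 (145 of 17473 calls, 95% interval 0.706% to 0.976%). Among the RRBS libraries this was the highest share, and the lowest was 0.0746% in UHRF1 WT 168 h replicate 1 (5 of 6702 calls). The bound ChIP-BS libraries held only 296 to 542 mitochondrial calls each and were not used here. It was picked out as a signal above the limit that a count of 0 allows. Incomplete conversion predicts that the share follows the share of methylated calls in nuclear tiles that are unmethylated in other samples. Across 50 libraries Spearman's rho was 0.843 (Pearson r 0.844, permutation p 1.00e-05, the smallest possible; r 0.828 without the 2 farthest libraries), as conversion failure would give. No other control for conversion was used here, so true mitochondrial methylation was not excluded, and no biological explanation was tested.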

How the results depend on the processing

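Among the tests below, the correction for gene span and the thinning of ChIP-seq reads were chosen only after the data were seen, and the others were planned. Of 1508 values of 122 results under alternatives, 1468 kept their direction and 40 reversed. Among 36 results that answer a comparison, 416 values stayed on their side of the threshold or within the spread, 2 lost the threshold, 91 moved further and 10 reversed. Where no reason is given below, the cause was not tested. H3K9me2 classes from the ChIP-seq table and methylation near gene starts were planned and not run, since their coordinates are on other builds.

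Global levels depend on which positions enter. The change from serum to 168 h kept its sign everywhere. With 10 reads it was -7.99 in E14, -8.21 in UHRF1 WT, -8.02 in UHRF1 KO, -5.00 in TET WT and -6.74 in TET TKO. In the same order it was -10.5, -12.8, -9.86, -9.20 and -10.7 with 1 read, -17.5, -6.32, -3.84, -9.24 and -10.9 as tile means, and -14.5, -17.5, -13.8, -8.67 and -8.46 over each sample's own positions. Pooled calls gave -3.68 in UHRF1 WT, -2.67 in UHRF1 KO, -4.91 in TET WT and -6.97 in TET TKO, and all chromosomes -7.18 and -6.03 in UHRF1 WT and KO. The rise of E14 at 24 h reversed over own positions (-1.95), and the fall of UHRF1 WT at 24 h reversed with pooled calls (0.831).

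The mean difference in retention between TET TKO and WT was near 0 and reversed with 10 reads (-4.02, p 0.00926), 1 read (-0.562), pooled calls (-5.84, p 0.00926) and own positions (-2.24). Leaving out 1 sample gave -3.48 to 0.32. The lowest came without TET WT 168 h replicate 1, where the 168 h comparison drops out. In resistant tiles the TET difference ranged from -7.89 to -7.00, and lost the threshold without that sample (-7.00, p 0.0556, the smallest then possible). The UHRF1 differences averaged over time kept their direction and their side of the threshold throughout.

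Counts of tiles followed depth and the minimum difference. More tiles pass a lower minimum by construction. With 50 calls fewer tiles are tested, but the share called fell too, and the cause was not tested. In E14 at 24, 48, 72, 96 and 168 h, 50 calls gave 666, 206, 2208, 2527 and 6017 tiles, and no minimum 2896, 1760, 17215, 21231 and 33682. A minimum of 10 points gave 2476, 1464, 15482 and 17533 from 24 to 96 h, and limma 0 at 24 h and 0 at 48 h. Leaving out 1 sample gave 822 to 1247 tiles at 24 h and 368 to 550 at 48 h. For UHRF1 KO against WT in serum and at 24, 48, 72, 96 and 168 h, 10 calls gave 1626, 4274, 6882, 7445, 5887 and 787 tiles. In the same order 50 calls gave 60, 72, 96, 81, 64 and 16, and no minimum 1263, 2113, 2495, 3463, 1912 and 711. A minimum of 10 points gave 978 in serum, 1662 at 24 h and 482 at 168 h. Limma gave 56, 630, 554, 129 and 55 in serum and at 24, 72, 96 and 168 h. Leaving out 1 sample gave 390 to 485 tiles in serum and 105 to 218 at 168 h. For TET in serum and at 48, 96 and 168 h, 10 calls gave 11531, 7841, 7395 and 10012 tiles, 50 calls 761, 628, 476 and 539, and no minimum 12588, 8076, 7966 and 8592. A minimum of 10 points gave 8989 in serum, and limma 2856 at 168 h. Limma found few of the simulated changes, so its low counts say little.

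The excess of H3K9me2-high tiles in E14 at 168 h was 7.24 in tiles of 50% or more, 8.02 with 5% and 9.74 with 25% of windows, and reversed with serum enrichment (-0.37). The ChIP-seq spread over groups of 10 bins differed from serum by 0.02 at 24 h (0.0249) and by 0.45 in LT2i (0.446), and after thinning by 0.41 (0.410) in LT2i.

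The 6 h count of genes was 1342 with the stricter filter, where fewer genes are tested, 3907 with only the 6 libraries compared, and 1383 to 1619 without 1 library. A log2 change of 1 or more left 847, 3985 and 3184 genes at 6, 24 and 72 h.

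Of 66 gene and time pairs, 11 reversed at least once, and none of the 11 passed the threshold in the report. With quantile normalisation these were Dnmt1 at 6 h (0.0677), Uhrf1 at 24 h (-0.0987), Suv39h1 at 6 h (0.00651) and Kdm3a at 72 h (0.0326). Median centring reversed Tdg at 6 h (-0.00556). The span correction reversed Uhrf1 at 24 h (-0.0741), Tdg at 6 h (-0.0351), Suv39h1 at 24 h (-0.0409) and Kdm3a at 72 h (0.0567). Leaving out 1 library gave ranges across 0 for Dnmt1 (-0.0822 to 0.0982), Tdg (-0.0402 to 0.0438), Suv39h1 (-0.0826 to 0.0414), Suv39h2 (-0.0595 to 0.0415), Setdb1 (-0.0119 to 0.106) and Kdm3b (-0.124 to 0.0129) at 6 h. It did so too for Kdm4a at 24 h (-0.414 to 0.0537), and for Kdm3a (-0.115 to 0.0934) and Kdm3b (-0.298 to 0.0578) at 72 h. Uhrf1 at 6 h lost the threshold under quantile normalisation, after the span correction and without any of 5 libraries, Kdm3a at 6 h without any of the 6, Tet1 at 6 h without serum replicate 3 or 6 h replicate 1 or 2, and Suv39h1 at 72 h without serum replicate 2. Suv39h2 at 24 h passed it under quantile normalisation, under the stricter filter and without 24 h replicate 3, and Setdb1 at 72 h without 72 h replicate 3.

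The replicate numbers were not taken to pair the samples, since not every same-numbered pair correlated. Correlations of deviations between same-numbered samples ran from -0.11 to 0.20 in RRBS and from -0.16 to 0.74 over 18 pairs in RNA-seq, where other pairs ran from -0.78 to 0.67 (medians 0.195 and -0.136). The RNA-seq replicates do share structure: all pairs of replicate 3 correlated at 0.311 to 0.737. With the number as a block, the ChIP-BS difference was 5.94 (p of 2 in 16 arrangements, the smallest possible), and the UHRF1 differences were -2.87 (p 0.000977) in level, -15.6 (p 0.00781) in retention, -23.3 (p 0.00195) in resistant tiles and -7.82 (p 0.00195) in H3K9me2-high tiles. The TET differences were 3.67 (p 0.0156), 0.20 (p 1) and, in resistant tiles, -7.33 (p 0.0625, the smallest possible with these pairs). RNA-seq counts were 2866, 9615 and 8323, and Suv39h2 at 24 h and Setdb1 at 72 h passed the threshold. Limma with the block called 0, 0, 6816, 7386 and 21368 tiles in E14, 45, 626, 1218, 536, 114 and 52 in UHRF1, and 4678, 3262, 2693 and 2643 in TET.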

Other observations

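The tests of explanations in this part, the thinning of ChIP-seq reads among them, were chosen only after the results they concern were seen. The explanations below are hypotheses.

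Methylation in E14 was higher at 24 h than in serum, by 2.24 points over 55777 tiles. Incomplete conversion at 24 h was argued against by 14889 tiles unmethylated in UHRF1 WT and TET WT serum, which changed by -0.123 points (0.693% to 0.570%). Lower depth was argued against by positions with 10 or more reads in every library, where 24 h lay 1.17 points above serum. By serum level, tiles of 10 to 40% rose by 10.0 points and those of 40 to 70% by 9.64, while those of 90 to 100% changed by -4.05. An exchange of the serum and 24 h labels in E14 predicts changes opposite to those of another wild-type line. The correlation with the change in UHRF1 WT across 22620 tiles was -0.402, against 0.569 for the change from serum to 48 h. With 24 h in place of serum as the E14 baseline, the correlation for 48 h was 0.643, higher as an exchange would give. An exchange therefore stays open. Lower TET activity at 24 h predicts that the rise follows the TET TKO minus WT difference in serum. The median correlation over 10 classes of serum level was 0.365, with 9 of the 10 positive, against -0.252 for the change at 48 h. Tet1 and Tet2 expression was lowest at 24 h of the times measured. Both explanations meet what their tests predict, and the data do not choose between them. If labels were exchanged, every E14 change against serum would take another baseline. Tiles are not independent replicates.

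The change in expression at 24 h followed gene span by -0.90 between the 2786 genes with the longest and the 2786 with the shortest spans. If libraries differ by span for technical reasons, replicates of one group should differ in it as well. The 3 libraries of 24 h had differences of -0.36, -0.18 and 0.54 between these groups of genes, a range of 0.90, as large as the change itself. The trend could therefore come from the libraries. It does not carry the fall of Dnmt3b at 24 h, which was -3.23 after the trend was removed (limma adjusted p 8.73e-09). No biological explanation of the trend was tested.

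For the RNA-seq counts, fits of the 6 libraries alone were run on each of their 10 splits into groups of 3. The real split was the only 1 of 10 with as many genes at 6 h. The same held for 1 of 10 at 24 h and 1 of 10 at 72 h. In these fits the real split gave 3907, 7491 and 7362 genes at 6, 24 and 72 h, and every other split gave 0. With 3 against 3 libraries the share is never under 0.1, so the share alone cannot exclude chance. The 0 genes in every other split argue against chance as the source of counts this large.

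The SD of H3K9me2 over bins was wider in LT2i than in serum. A difference in read depth was argued against by thinning all libraries to one depth, which left a difference of 0.41. Leaving out the highest and lowest 1% of bins left 0.43. In LT2i this removed high bins only, since 4.51% and 5.44% of all bins held no reads and share the lowest value. The interquartile range, which leaves out both ends, was 1.31 in serum and 2.19 in LT2i. That argues against a few extreme bins as the cause. Scaling to a common depth removes any change in the total amount of the mark. A change in the efficiency of the precipitation between media would also widen the spread, and this was not tested.

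Over 11921 genes, the change of H3K9me2 from serum to LT2i correlated with the change of expression at 72 h (Spearman's rho -0.208). Genes are not independent replicates. The median H3K9me2 change was -1.07 over 3151 genes higher at 72 h, -0.74 over 3263 lower genes and -0.83 over 5507 genes not past the threshold, against -0.15 over all bins. Gene span was argued against by a median rho of -0.247 within 5 classes of genes by span (-0.275 to -0.181). Expression level in serum was argued against by a median of -0.195 within 5 classes by level (-0.308 to -0.0424). At 24 h rho was 0.0119. A link between loss of the mark and rising expression is a hypothesis.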
